A study of Mus musculus with 8 samples. Its data were reported in "An ancient enhancer rapidly evolving in the human lineage promotes neural development and cognitive flexibility" (2025).

How the data were processed

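Frontal cortex was collected from adult mice of 2 genotypes, and total RNA was sequenced after depletion of ribosomal RNA. There were 4 WT libraries and 4 libraries from HAR123-KO mice, which lack the mouse counterpart of HAR123, an enhancer in an intron of the SMG6 gene whose sequence changed fast in the human lineage. All animals were 8 weeks old per the labels. Each library was assigned to its genotype and replicate number from its title.

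The deposited table holds raw read counts per gene, made by the authors with STAR alignment to the GRCm38 mouse genome and featureCounts over the exons of each gene in an Ensembl annotation. The authors did not state how strand and reads with several matches were handled at counting, so a gene that overlaps another gene, is antisense to it, or shares sequence with a copy can carry counts of its neighbour or copy. The table has 55536 genes with their exon coordinates and no other values per sample (0 unused columns). All 55536 identifiers were found in the GENCODE annotation of the same build, with the same start and end, and gene symbols and types were taken from there. Coordinates are 1-based GRCm38 positions.

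The total count per library ran from 13528251 to 17051001. The single gene Gm42418, which overlaps ribosomal RNA sequence, held 55.1% to 58.1% of the counts, so counts of nuclear protein-coding genes other than Lars2 (whose exons attract ribosomal reads) ran from 2786320 to 3732172 per library. The effective depth is therefore far below the totals, and fold changes of genes with means under about 20 normalized counts have standard errors of about 0.3 or more on the log2 scale. PCR copies were not identified with molecular tags, so counting error alone understates the error of a single library.

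The main test was the Wald test of DESeq2 1.42.0 in R 4.3.3 with median-of-ratios size factors, genotype as the only term, and Benjamini-Hochberg adjustment over the genes kept by its independent filter (tuned to 0.1). A gene was past the threshold with an adjusted p under 0.05 and an absolute log2 fold change over 0.5, the limits the study gives for this tissue. The stricter limits of its general methods, an adjusted p under 0.01 and an absolute log2 fold change over 1, were an alternative. Genes to which DESeq2 gave no adjusted p were left without one. The quasi-likelihood test of edgeR 4.0.16 (TMM factors, filterByExpr) and limma-voom (limma 3.58.1) were alternatives. The other alternatives were TMM factors or library totals as DESeq2 size factors, a minimum of 10 counts in 4 libraries, no independent filter, no minimum fold change, a test against a null of 0.5, the replicate number as a block, leaving out each library in turn, and leaving out genes of 5 tissue marker lists. These were fixed before the data were examined. Chosen after seeing the data were a minimum of 10 counts over all libraries, the independent filter tuned to 0.05, genes with near-identical counts counted once, and replicate noise over protein-coding genes. Summing libraries that agree within sampling noise was also planned, and was not run because no pair agreed to that degree.

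Before averaging, each pair of libraries was compared by a chi-square test over genes with at least 20 counts in the pair, against counts expected from the library totals. The statistic divided by its degrees of freedom is 1 for sampling noise alone.

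Genes named in the text were chosen by a rule set in advance. They are the 8 genes the study's text names for this tissue (Ttr, Nr4a2, Col24a1, Drd2, Klk6, Ass1, Padi2 and Clic6), Smg6, Hic1 and any gene within 500 kb of Smg6 with an unadjusted p under 0.05, the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 10 normalized counts and no overlap between genotypes, members of marker lists under discussion, and Xist with 4 Y-linked genes. Other genes are named as chosen after their values were seen. The position of the deleted element in the mouse genome was not analysed here.

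Fixed lists of marker genes were used for 14 kinds of cell, tissue or state: choroid plexus, striatal projection neurons (shared, indirect type and direct type), claustrum with layer 6b, cortical upper and deep layers, neuron, astrocyte, oligodendrocyte, microglia, endothelial, immediate early and glucocorticoid response. No gene was in more than 1 list. For 3 of the markers there was no row under the listed symbol. Lists were tested with camera (preset correlation 0.01) and fry on voom values, with adjustment over the 14 lists, and each library's mean log2 CPM over a list (prior count 1) was compared by a two-sided exact permutation test over the 70 assignments of 8 libraries to 4 and 4, whose smallest p is 0.0286. The neuron score minus the astrocyte score per library was tested in the same way.

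The tests were run on simulated data first. Counts were drawn for all 55536 genes with a dispersion of 0.002, and 200 genes with a mean of at least 50 counts were changed by 1 on the log2 scale. DESeq2, edgeR and limma-voom each recovered 200 of the 200, with 0, 3 and 4 false calls, which says nothing about genes with fewer counts or smaller changes. The chi-square ratio was 1.01 over 14320 genes for simulated sampling noise and 3.72 over 14293 genes once 10 percent variation between animals was added. Whether equal replicate numbers pair libraries was checked through the correlation, over 8793 genes, of deviations from the genotype means. The correlations of the 4 same-numbered pairs ran from -0.015 to 0.018, so the numbers were not taken as pairs. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.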

Results

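RNA-seq of the adult frontal cortex was used to ask which genes change expression when HAR123 is deleted from the mouse genome. The count table covered 8 libraries, 4 from WT mice and 4 from HAR123-KO mice. The total count per library was 14809000 ± 1550000 (SD, n = 4) in WT and 14898000 ± 1050000 (SD, n = 4) in HAR123-KO. Most of these counts fell on ribosomal RNA sequence. Gm42418 alone held 57.5% ± 0.55 (SD, n = 4) of the WT counts and 55.9% ± 1.03 (SD, n = 4) of the HAR123-KO counts, a difference with an exact permutation p of 0.0571. The mitochondrial ribosomal RNAs held 9.45% ± 0.203 in WT and 10.6% ± 0.4 in HAR123-KO (SD, n = 4), and were higher in all 4 HAR123-KO libraries (exact permutation p = 0.0286, the smallest this design allows). Nuclear protein-coding genes received 3128700 ± 417000 counts in WT and 3230300 ± 275000 in HAR123-KO (SD, n = 4), a difference within the spread between libraries (exact permutation p = 0.657).

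Libraries of the same genotype were compared before they were averaged. Over nuclear protein-coding genes, the chi-square statistic per degree of freedom ran from 1.21 to 1.31 in the 12 pairs of libraries within a genotype and from 1.58 to 1.72 in the 16 pairs across genotypes. No pair agreed within sampling noise, and each library was used as a separate replicate. Over all genes, ribosomal and small RNAs included, the ratio was higher and ran from 1.38 to 3.83 within genotypes. The coefficient of variation between libraries beyond sampling noise was 3.7% over the 14503 genes tested by edgeR and 2.27% over protein-coding genes, so the tests below set the genotypes against a small spread.

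**Figure D1:**
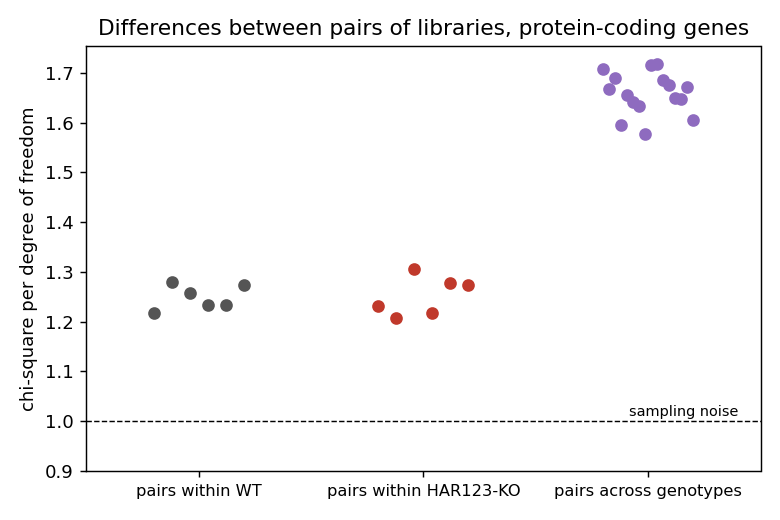
Chi-square statistic per degree of freedom (vertical axis, no unit) for each pair of libraries over nuclear protein-coding genes, with the dashed line at the value of sampling noise alone. Pairs within WT and within HAR123-KO lie between 1.21 and 1.31, and pairs across genotypes between 1.58 and 1.72.

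The gene that hosts the deleted element was examined first. Smg6 (ENSMUSG00000038290, chromosome 11, 74925823 to 75164448, GRCm38) had 209 ± 7.78 normalized counts in WT and 218 ± 15.4 in HAR123-KO (SD, n = 4), with a log2 fold change of 0.05 ± 0.09 (SE, DESeq2 adjusted p = 0.964). HAR123 lies in an intron of this gene, and where the mouse deletion lies relative to the counted exons was not analysed here, so this count does not report on the deletion itself. The start of Smg6 overlaps the end of Srr in the annotation, and reads there can belong to either gene. Hic1 (ENSMUSG00000043099, chromosome 11, 75164565 to 75169519) is the neighbouring gene that the study followed as a target in human cells. The study reported lower HIC1 in human neuroectoderm without HAR123, and similarly low levels with the mouse element in place of the human one. In the mouse cortex, Hic1 had 7.64 ± 4.01 normalized counts in WT and 4.39 ± 3.18 in HAR123-KO (SD, n = 4). Its log2 fold change of -0.79 ± 0.60 (SE) had an unadjusted DESeq2 p of 0.189 and no adjusted p, and a difference was not detectable at this depth. The window reaching 500 kb to either side of Smg6 holds 50 annotated genes, of which 32 had a mean of at least 1 normalized count. Within it, 0 genes had an adjusted p under 0.05 over all genes tested, 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The smallest adjusted p was 0.739.

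Across the genome, 12758 genes received an adjusted p from DESeq2, and 38 were past the threshold in HAR123-KO against WT. Of these, 29 were higher and 9 were lower. The number depended on the test and the threshold. With edgeR's quasi-likelihood test, 73 genes were past the same limits, 48 higher and 25 lower, and these included all 38 of the DESeq2 genes. With the stricter limits of an adjusted p under 0.01 and a log2 fold change over 1, which changed the count by the largest factor, 3 genes were left. Without a minimum fold change, 215 genes had an adjusted p under 0.05, 124 higher and 91 lower. In all 38 genes the normalized counts of the 4 HAR123-KO libraries lay outside the range of the 4 WT libraries. The 38 were selected for a difference between the genotypes, so the 2.86% that chance gives for unselected genes is no test of this. Leaving out a library lowered the count in 6 of 8 fits, to 11 without HAR123-KO replicate 4 and 18 without WT replicate 3, and 9 of the 38 genes were past the threshold in all 8 such fits. That number is set by the fit without HAR123-KO replicate 4, in which 26 of the 38 received no adjusted p, so it is no measure of how stable the others were.

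**Figure D2:**
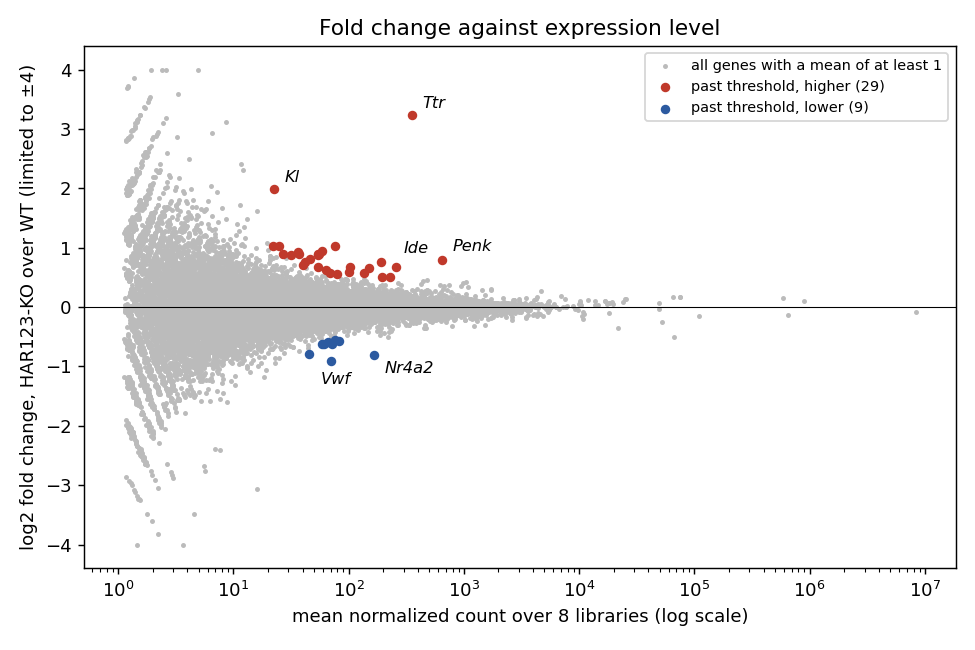
Log2 fold change of HAR123-KO over WT (vertical axis, limited to ±4) against the mean normalized count over the 8 libraries (horizontal axis, log scale), each point a gene. The 29 higher genes are in red and the 9 lower genes in blue, and Ttr stands apart at a log2 fold change of 3.24.

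Of the 8 genes that the study's text names for this tissue, 6 were past the threshold when adjusted over all genes tested, and 8 of 8 when adjusted over the list alone. The study chose these genes on the same libraries, so the count over the list alone is not independent evidence. Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321) changed most. It rose from 68.2 ± 5.15 to 641 ± 19.4 normalized counts (SD, n = 4), 9.41 times the WT mean, with a log2 fold change of 3.24 ± 0.10 (SE, DESeq2 adjusted p = 4.7e-216). The HAR123-KO libraries ranged only from 616 to 661. Nr4a2 (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003) fell from 213 ± 22.5 to 121 ± 8.53 normalized counts (SD, n = 4), a log2 fold change of -0.81 ± 0.11 (SE, DESeq2 adjusted p = 1.5e-11). Col24a1 (ENSMUSG00000028197, chromosome 3, 145292472 to 145552011) fell from 57.2 ± 11.7 to 33.6 ± 6.77 normalized counts (SD, n = 4), and its log2 fold change was -0.79 ± 0.21 (SE, DESeq2 adjusted p = 0.0114). Drd2 (ENSMUSG00000032259, chromosome 9, 49340627 to 49408177) rose from 118 ± 18.2 to 185 ± 13.6 normalized counts (SD, n = 4), with a log2 fold change of 0.65 ± 0.11 (SE, DESeq2 adjusted p = 2.4e-06).

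The other 4 study genes were those it reported as shared with human neuroectodermal cells. Padi2 (ENSMUSG00000028927, chromosome 4, 140906344 to 140952586) rose from 80.4 ± 9.95 to 120 ± 14.5 normalized counts (SD, n = 4), a log2 fold change of 0.59 ± 0.14 (SE, DESeq2 adjusted p = 0.00181). Ass1 (ENSMUSG00000076441, chromosome 2, 31470207 to 31520672) rose from 55.0 ± 10.7 to 81.9 ± 2.44 normalized counts (SD, n = 4), with a log2 fold change of 0.57 ± 0.16 (SE, DESeq2 adjusted p = 0.0280). Its call was lost with the independent filter off (adjusted p = 0.0616, with a range over all alternatives from 0.00841 to 1) and was kept in only 1 of the 8 fits that each left out a library. It had no adjusted p without HAR123-KO replicate 4, was kept without WT replicate 4, and was lost in the other 6 (adjusted p from 0.0656 to 0.385). Col24a1 was kept in 2 of these fits, had no adjusted p in 2, and was lost without WT replicate 2 or HAR123-KO replicates 1, 2 or 3 (adjusted p from 0.0582 to 0.152), while Ttr, Nr4a2, Drd2 and Padi2 were kept in all 8. Clic6 (ENSMUSG00000022949, chromosome 16, 92485736 to 92541243) rose from 7.79 ± 3.87 to 24.4 ± 3.11 normalized counts (SD, n = 4). Klk6 (ENSMUSG00000050063, chromosome 7, 43824499 to 43832030) rose from 3.04 ± 0.882 to 11.6 ± 2.45 (SD, n = 4). Both lay under the mean of 17.6 normalized counts at which DESeq2's filter stopped, and neither received an adjusted p. Their log2 fold changes were 1.61 ± 0.37 and 1.94 ± 0.56 (SE). With the filter off, the DESeq2 adjusted p was 0.00307 for Clic6 and 0.0805 for Klk6. Over all alternatives that gave an adjusted p, it ran from 0.000464 to 1 for Clic6 and from 0.0439 to 1 for Klk6.

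**Figure D3:**
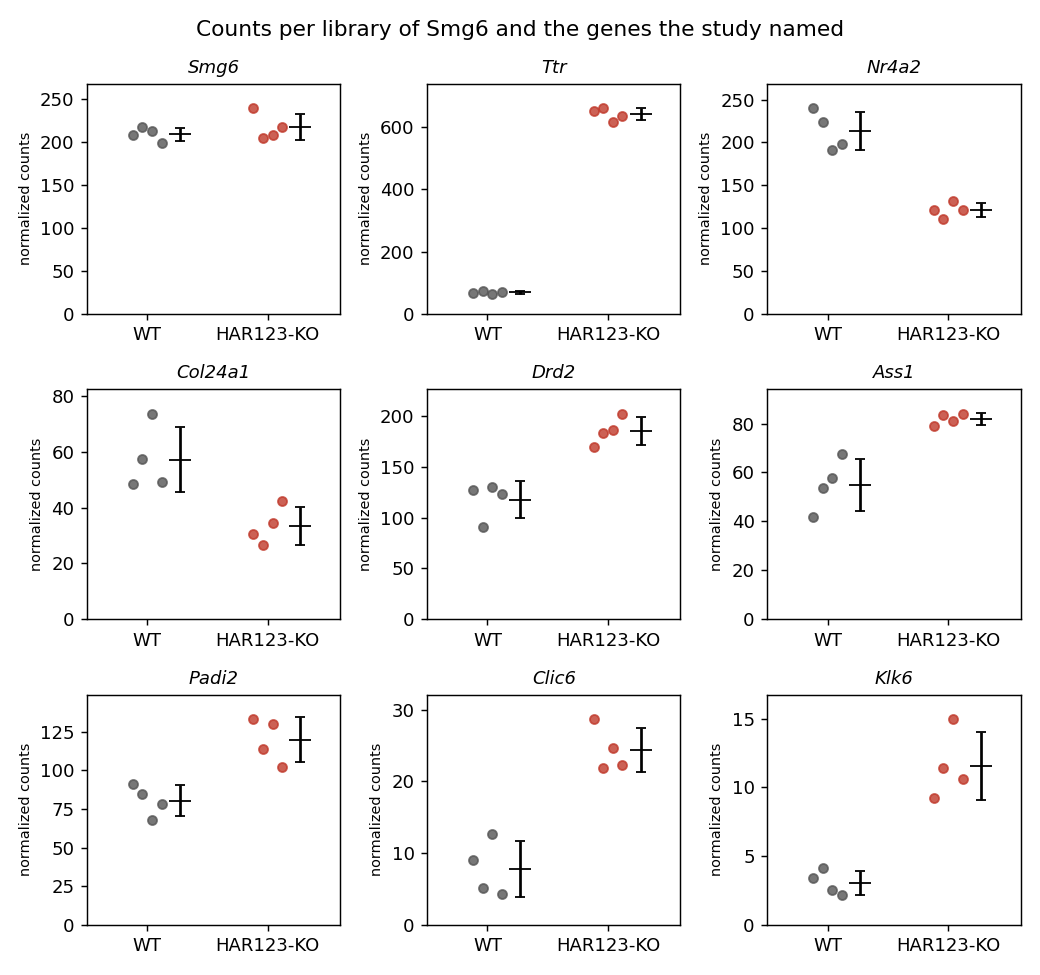
Normalized counts (vertical axes, starting at 0) in the 4 WT and 4 HAR123-KO libraries for Smg6 and the 8 genes named in the study, with the mean and SD beside the points. Smg6 overlaps between genotypes, while the other genes do not, from Ttr at 68.2 against 641 to Klk6 at 3.04 against 11.6.

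Among genes past the threshold with a mean of at least 10 normalized counts, the 5 largest rises after the same rule were Ttr, Kl, Ano2, Gm10600 and Serpina9. Kl (ENSMUSG00000058488, chromosome 5) rose from 9.15 ± 4.99 to 36.0 ± 2.95 normalized counts (SD, n = 4), a log2 fold change of 1.99 ± 0.33 (SE, DESeq2 adjusted p = 3.9e-07). Of the 8 fits that left out a library, Kl was past the threshold in 4 and had no adjusted p in the other 4. Ano2 (log2 fold change 1.03, adjusted p = 0.0140) and Serpina9 (1.02, adjusted p = 0.0280) had means of 24.9 and 22.3 normalized counts, and neither had an adjusted p in 4 of these fits. In the 4 others, each was past the threshold in 1, and Ano2 was lost without WT replicates 1 or 2 or HAR123-KO replicate 2 (adjusted p from 0.0705 to 0.144) and Serpina9 without WT replicate 1 or HAR123-KO replicates 2 or 3 (adjusted p from 0.092 to 0.234). Serpina9 also lost the call with the filter off (adjusted p = 0.0614, with a range over all alternatives from 0.00842 to 1). The 5 largest falls were Vwf, Nr4a2, Col24a1, H2-D1 and Gm43175. Vwf (ENSMUSG00000001930, chromosome 6), a gene of endothelial cells, fell from 91.8 ± 4.96 to 49.4 ± 9.7 normalized counts (SD, n = 4), a log2 fold change of -0.90 ± 0.16 (SE, DESeq2 adjusted p = 7.3e-06). Vwf (125546774 to 125686679) lies close to Ano2 (125690419 to 126040126) on chromosome 6, which is among the 5 largest rises. Whether their opposite changes are linked was not tested. H2-D1 fell by 0.63 on the log2 scale (DESeq2 adjusted p = 0.00619) and belongs to a family of similar genes, so its count is uncertain. It was lost without WT replicate 1 (adjusted p = 0.0908) and without HAR123-KO replicate 2 (adjusted p = 0.0697). Gm43175 fell by 0.62 (DESeq2 adjusted p = 0.0228) and lost the call with the filter off (adjusted p = 0.0505, with a range over all alternatives from 0.00711 to 1), and without WT replicates 1, 2 or 3 or HAR123-KO replicates 1 or 2 (adjusted p from 0.0801 to 0.264). Penk and Ide, outside the rule and named after their values were seen, had the smallest adjusted p after Ttr among genes past the threshold. Penk rose from 476 ± 21.9 to 823 ± 26.2 normalized counts (SD, n = 4), with a log2 fold change of 0.80 ± 0.05 (SE, DESeq2 adjusted p = 7.2e-46). Ide (chromosome 19, 37268743 to 37337852) rose from 200.5 ± 7.99 to 318 ± 16.5 (SD, n = 4), with a log2 fold change of 0.67 ± 0.08 (SE, DESeq2 adjusted p = 7.05e-13). March5 and Cpeb3, on its side of lower coordinates, had log2 fold changes of 0.09 ± 0.11 and -0.01 ± 0.07 (SE). Fgfbp3, farther out on that side, had a mean of 12.4 normalized counts, too few to tell a like change from none. Exoc6, on the side of higher coordinates, had a log2 fold change of -0.06 ± 0.10 (SE).

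Of the 29 higher genes, 8 lay between 41 and 43 Mb of chromosome 4, in an array of Ccl21 genes, related genes and pseudogenes, and 2 more with the names Ccl21b and Ccl21c lay on an unplaced scaffold. Gm10600, the array member named by the rule, rose from 50.3 ± 2.67 to 103 ± 11.9 normalized counts (SD, n = 4), a log2 fold change of 1.03 ± 0.16 (SE, DESeq2 adjusted p = 1.9e-08). Gm21541 and Gm13304, named after their values were seen, had raw counts that differed by at most 3.92% in any library. Reads shared between such copies cannot be assigned to a gene, and the calls in this array are uncertain as to which copy changed. Counting genes with near-identical counts once left 36 calls. Within the array, 28 of 34 genes with a mean of at least 5 normalized counts were higher in HAR123-KO, with a median log2 fold change of 0.34. Of 31 genes on its sides, 12 were higher, with a median of -0.02.

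**Figure D4:**
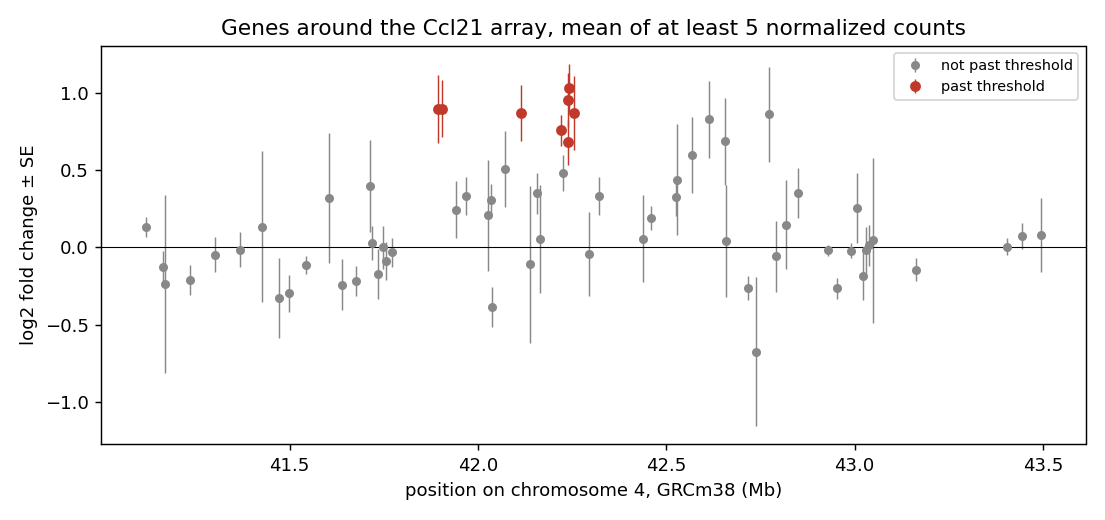
Log2 fold change of HAR123-KO over WT ± SE (vertical axis) for genes with a mean of at least 5 normalized counts, by position on chromosome 4 in Mb (horizontal axis). Genes past the threshold, in red, lie inside the array, whose median is 0.34, while the genes on its sides have a median of -0.02.

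The study asked whether the balance of neurons and glia shifts without HAR123. It counted stained cells in younger mice and reported a lower ratio of neurons to glia in parts of the hippocampus. In frontal cortex it reported a trend to a lower ratio that was not significant. Here, in adult frontal cortex, the balance could be approached only through RNA markers of the whole tissue. This is no test of the hippocampal result. The neuron score minus the astrocyte score, from 14 neuron and 12 astrocyte genes, was 1.42 ± 0.03 log2 CPM in WT and 1.43 ± 0.04 in HAR123-KO (SD, n = 4). The difference of 0.01 lay within the spread between libraries (two-sided exact permutation p = 0.6). With oligodendrocyte and microglia markers added to the glia, the difference was -0.05 (exact permutation p = 0.0571).

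The marker lists moved by different amounts. The mean log2 CPM was higher in HAR123-KO by 1.24 for choroid plexus markers, by 0.36 for markers shared by striatal projection neurons, by 0.37 for those of the indirect type and by 0.26 for those of the direct type. It was also higher by 0.12 for oligodendrocyte, 0.11 for cortical deep layer and 0.28 for glucocorticoid response genes. The difference was -0.30 for claustrum and layer 6b markers, -0.30 for endothelial, -0.12 for cortical upper layer and -0.06 for neuron markers. These 11 lists had no overlap between the genotypes (two-sided exact permutation p = 0.0286 each, 0.0364 after adjustment over the 14 lists). With other ways to score a list, 3 of these 11 were no longer past the threshold. The glucocorticoid response score was 0.06 higher (exact p = 0.2) over members with at least 10 counts in every library, and by the median over the list the upper layer score differed by -0.04 (exact p = 0.457) and the direct type score by 0.13 (exact p = 0.286). The astrocyte list differed by -0.07 (exact p = 0.0571), the microglia list by -0.06 (exact p = 0.2) and the immediate early list by -0.01 (exact p = 0.83). The immediate early mean hides opposite changes, with 6 of its 12 genes higher in HAR123-KO. Egr1 had a log2 fold change of -0.32 ± 0.05 (SE, DESeq2 adjusted p = 2.24e-08) and Nr4a1 of 0.36 ± 0.10 (SE, DESeq2 adjusted p = 0.028). By camera, 10 lists had an adjusted p under 0.05, and those 10 also did by fry, which added 2 others. The astrocyte list was among the 10, lower in HAR123-KO (camera adjusted p = 0.000154, fry adjusted p = 0.00372). So was the neuron list (camera adjusted p = 6.59e-05, fry adjusted p = 0.00485). With an estimated correlation 9 of the 10 remained, and the deep layer list (adjusted p = 0.0510) was lost. Without the genes past the threshold 9 also remained, and the indirect type list (adjusted p = 0.424) was lost. This form leaves out Drd2, Penk and Adora2a because they rose, so a weaker result follows in part from the choice. Gpr6, which stayed in, rose by 0.66 ± 0.21 (SE). The loss therefore does not decide whether the result rested on Drd2, Penk and Adora2a alone. The smallest camera values were those of the shared striatal list (adjusted p = 2.1e-29), in which 12 of 12 genes were higher with a median log2 fold change of 0.34, and the choroid plexus list (adjusted p = 5.1e-26), in which 9 of the 9 genes with a mean of at least 10 normalized counts were higher. With the estimated correlation, each of these lists had a camera adjusted p of 0.000222. The far smaller values thus rest on the preset correlation of 0.01. The direct type list was not past the threshold by camera (adjusted p = 0.109) and was by fry (adjusted p = 0.0219). The glucocorticoid response list (camera adjusted p = 0.0869, fry adjusted p = 0.0392) divided in the same way.

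**Figure D5:**
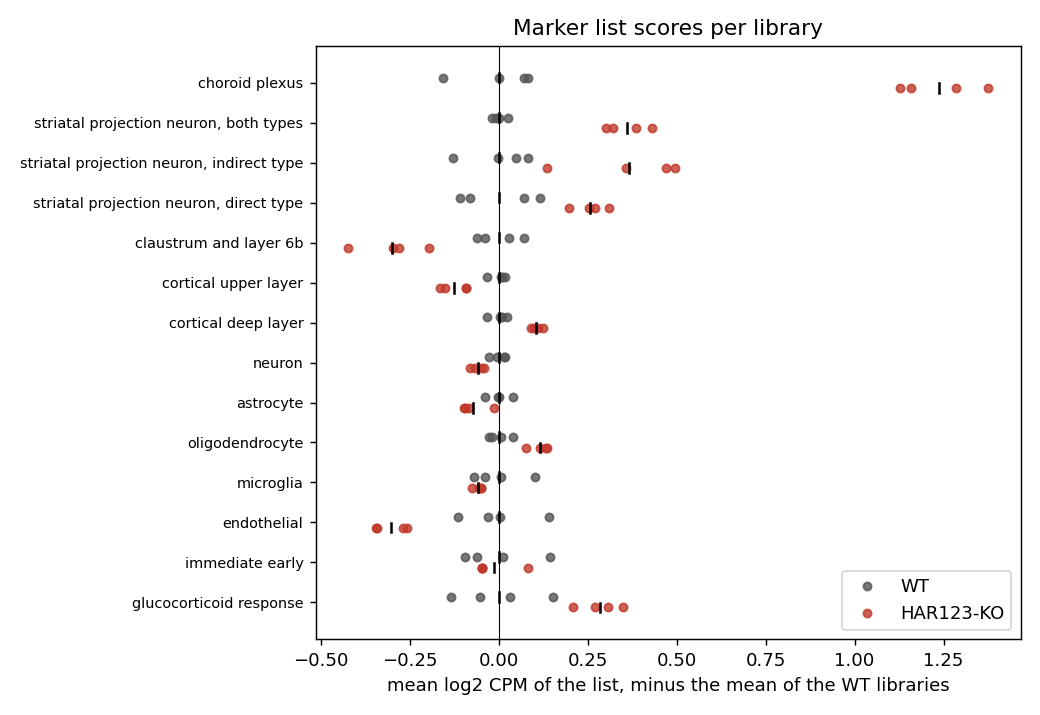
Mean log2 CPM of each marker list per library, minus the mean of the WT libraries (horizontal axis), with WT in grey, HAR123-KO in red and group means as black ticks. The choroid plexus list is 1.24 higher in HAR123-KO, the claustrum and endothelial lists are 0.30 lower (-0.30), and the immediate early list overlaps.

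Sex-linked genes had the same pattern in both groups. Xist had at most 1.13 normalized counts in any library. Ddx3y had 201 ± 20.8 normalized counts in WT and 194 ± 16.3 in HAR123-KO (SD, n = 4, DESeq2 adjusted p = 0.978), and Uty had 144 ± 8.82 and 155 ± 4.69 (adjusted p = 0.903). The adjusted p was 0.988 for Kdm5d and 0.995 for Eif2s3y.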

Values the study reported

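For the adult frontal cortex, the study counted 35 genes with higher and 12 with lower expression in mice without HAR123 than in littermate controls.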

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

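The test by size factors in this part was chosen only after the results were seen. A library was set apart where its gap to the nearest of the 3 others took up most of the range of its group, beyond Dixon's critical value at the 95% level. This happened in 8 of 116 groups of 4 values, where chance gives 5.8, so single instances carry little weight.

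In HAR123-KO replicate 4 the mitochondrial ribosomal RNAs held 10.04% of the counts, against 10.78% to 10.9% in the other HAR123-KO libraries, and the immediate early list score was 2.29, against 2.161 to 2.162. Gm42418 held 57.4% of its counts, against 55.1% to 55.7%. An exchange with a WT library is excluded, since it had 599 raw counts of Ttr, against 58 to 74 in WT. Neither a technical nor a biological explanation of its lower share was tested.

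The astrocyte list score of HAR123-KO replicate 3 was 5.593, against 5.506 to 5.52 in the other HAR123-KO libraries. Drd2 had 90.6 normalized counts in WT replicate 2, against 123.02 to 129.64 in the other WT libraries, all of which were below the HAR123-KO libraries (168.9 or more). Gnb4, a claustrum marker, had 236 normalized counts in WT replicate 1, against 213 to 216 in the others. Gm10600, of the chromosome 4 array, had 85.6 normalized counts in HAR123-KO replicate 2, against 107 to 112 in the others. Size factors overlapped between the genotypes (exact permutation p = 0.657). What set these single libraries apart was not tested, and no biological explanation was tested.

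Xist had 1.13 normalized counts in WT replicate 1 and 0.88 in HAR123-KO replicate 3, against 0 in the other libraries, which is a single read in each.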

How the results depend on the processing

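The choices below were made in advance, except 4 that are named as made after seeing the data. The number of genes past the threshold (38, with 29 higher and 9 lower) stayed within 1.5 times with TMM factors (40), library totals as size factors (48), a minimum of 10 counts in 4 libraries (40), the independent filter off (43), limma-voom (55, with the lower genes at 16) and without the tissue marker lists (31). It rose to 73 with edgeR (48 higher, 25 lower) and to 215 without a minimum fold change (124 higher, 91 lower). It fell to 3 with an adjusted p under 0.01 and a log2 fold change over 1 (3 higher, 0 lower, and 1 of the study's genes), and to 5 with a test against a null of 0.5 (4 higher, 1 lower, and 1 of the study's genes). Both of these ask for a larger change by construction. Beside the count of 0, 91 lower genes had an adjusted p under 0.05, and 1357 genes in both directions had an unadjusted p under 0.05. Library totals moved the median log2 fold change of genes with a mean of at least 10 by 0.04.

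Among choices made after seeing the data, a minimum of 10 counts over all libraries together gave 47 genes (35 higher, 12 lower) and 8 of 8 study genes. Tuning the independent filter to 0.05 gave 39, and counting near-identical genes once gave 36. Of the genes past the threshold with the filter off, 11 were among those that DESeq2's filter had left without an adjusted p. With the minimum of 10 counts over all libraries, the adjusted p was 0.0439 for Klk6, 0.00174 for Clic6, 0.0147 for Col24a1 and 1.09e-05 for Vwf. The study lists the same values for these genes after rounding, and the same numbers of higher and lower genes. The handling of low counts can therefore account for the difference between the main count and the study's. The study does not state such a minimum, and the full gene lists were not compared. The minimum of 10 counts over all libraries was added after its count had been seen.

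With the replicate number as a block, 9 genes were past the threshold (7 higher, 2 lower), and 2 of the study's genes. The same-numbered libraries did not deviate together (correlations from -0.015 to 0.018), so the numbers were not taken to pair the libraries, and the smaller count is not read as a weaker effect. The blocked score of neuron minus astrocyte markers was 0.01, with a smallest possible p of 0.125.

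Leaving out each library in turn gave from 11 to 44 genes, from 10 to 34 higher, from 1 to 12 lower and from 4 to 6 study genes. The count was 11 without HAR123-KO replicate 4 (10 higher, 1 lower) and 18 without WT replicate 3 (14 higher, 4 lower), and the lower genes were 5 without WT replicate 1. Without HAR123-KO replicate 4, 26 of the 38 genes received no adjusted p, and without WT replicate 3, 13 of the 38 received none, so these falls come in large part from DESeq2's filter stopping at a higher mean. For the lower genes without WT replicate 1 the cause was not tested. None of the 38 genes changed direction in these 8 fits.

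No gene near Smg6 had an adjusted p under 0.05 in any of these fits (0 genes, and 0 at an unadjusted p under 0.05 in the main test). Over the 17 named genes and their alternatives, 239 of 300 values kept their direction and were not lost from or added to the genes past the threshold, 48 were weaker, 11 stronger, 2 moved by more than the SE, and 0 reversed. In 41 of the 300 there was no adjusted p, so these could be judged by their fold change alone and do not show that a call was kept. Ttr kept its call throughout, with log2 fold changes from 3.19 to 3.28.

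The neuron minus astrocyte score reversed with all glia (-0.0544, exact permutation p = 0.0571). With the median over the list it was 0.0754 (exact permutation p = 0.429), larger than the main 0.01. It stayed within the spread otherwise, from -0.000930 to 0.0307 when single libraries were left out. Among those fits it was lowest without HAR123-KO replicate 2 and highest without HAR123-KO replicate 3. The cause was not tested. The immediate early list score reversed with the median over the list (0.0158) and without WT replicate 1 (0.0338), and ran from -0.0465 to 0.0338 when single libraries were left out. Of the 182 list scores at alternatives, 175 kept their direction and, where a p was computed, their side of 0.05. Their size could still shift. By the median, deep layer was 0.31 against 0.11, neuron -0.12 against -0.06 and indirect type 0.66 against 0.37. Claustrum (-0.25) and endothelial (-0.26) were smaller than their -0.30. Choroid plexus was 0.93 by the median and 1.83 with a prior count of 0.1, against 1.24. Another 3 were weaker (glucocorticoid response at 0.06 with members of at least 10 counts in every library, and upper layer at -0.04 and direct type at 0.13 with the median). The last 2 were stronger (astrocyte at -0.19 with the median, and microglia at -0.07 with members of at least 10 counts). In 126 of the 182, with the replicate block or a library left out, no p was computed, so these were judged by their value against the spread alone. Among them the microglia score was -0.02 without WT replicate 3. The direct type score was 0.11 with members of at least 10 counts. The typical ratio of chi-square to degrees of freedom within genotypes fell from 2.01 to 1.25 with protein-coding genes alone, a choice made after seeing the data.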

Other observations

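The tests of GC content, depth, library totals, the chromosome 4 array and variation by expression level were chosen only after the results were seen, as was the form of the tissue tests that leaves out the genes the study had picked and pools markers with low counts.

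Of the 35 ways to split the 8 libraries into 4 and 4, 1 (the real one) gave as many as 38 genes past the threshold. The largest count among the others was 3 and the median was 0. The trend of log2 fold change on GC content and transcript length was small over 14445 genes (SD 0.0193). It reached at most 0.0532 at the 36 of 38 called genes with a GC value, against the minimum fold change of 0.5. After the trend 35 of these stayed over 0.5, so such a trend is not the whole cause. Size factors overlapped (exact permutation p = 0.657), so depth does not part the genotypes. Genes that take much of the counts would shift all other genes together, and the median log2 shift between library totals and size factors as the scale was 0.0386, far under the minimum fold change of 0.5. The log2 fold change of Ddx3y was -0.0499, and Y-linked genes were present in every library, which argues against unequal sex.

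A difference in what was dissected is a candidate explanation for a part of the calls. Of the 19 choroid plexus markers that the study had not picked from these libraries, 18 were higher in HAR123-KO, and the 15 of the 19 with means under 10 normalized counts rose together from 38.9 ± 3.89 to 80.3 ± 5.66 normalized counts (SD, n = 4), 2.06 times (exact permutation p = 0.0286, the smallest possible). The test set in advance asked for more, namely a rise by a factor like that of Ttr and a common course across single libraries. Its first part cannot decide the question. Carried-over tissue would add counts to those the cortex itself gives, so the factor would differ with each gene's WT count. Unequal factors therefore do not speak against it. The factor was 9.41 for Ttr and 3.93 for Kl. The pooled 2.06 mixes members that moved apart, which are named after their values were seen. Rdh5 went from 7.58 ± 3.08 to 7.83 ± 1.53 normalized counts, Slc4a5 from 2.55 ± 1.45 to 10.3 ± 3.55 and Otx2 from 0.212 ± 0.424 to 5.001 ± 2.07 (SD, n = 4). The pool therefore does not decide whether the factor was alike, and the Ttr counts varied too little within HAR123-KO for a common course to be tested. Among the other abundant members, Enpp2, which oligodendrocytes also express, rose from 889 ± 24 to 1197 ± 45.9. Igf2 went the other way (6.30 ± 0.689 to 3.63 ± 1.08). Of the list, 9 of 24 genes had a mean of at least 10 normalized counts in this tissue. The direction of 18 of 19 markers is therefore what carried-over choroid plexus would give. Whether it also gives the size of the Ttr change stays open, since the factors do not test this. In addition, separate dissections would be expected to vary, while the Ttr counts of the 4 HAR123-KO libraries varied by only 3.02%, under the 3.9% that sampling alone gives. A regulatory effect of the deletion on these genes stays open and was not tested.

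Similarly, the rise of Drd2, Penk and Adora2a may reflect more striatal tissue. Shared and direct type striatal markers, none of them picked by the study, had a median log2 fold change of 0.32, above 100% of 10000 random lists of like expression. Ppp1r1b rose from 833 ± 21.9 to 1066 ± 49.7 normalized counts, Pde10a from 1560 ± 57.4 to 1907 ± 79.5 and Drd1 from 178.5 ± 17.1 to 232 ± 29.6 (SD, n = 4). Not every marker rose. Of the 7 direct type markers 4 were higher, among them Isl1 (5.20 ± 3.17 to 11.1 ± 1.66 normalized counts), and Pdyn, Eya1 and Sfxn1 were not (log2 fold changes of -0.14 ± 0.15, -0.16 ± 0.20 and -0.08 ± 0.12, SE). Of the 3 indirect type markers not picked by the study, Gpr6 rose (0.66 ± 0.21, SE), and Sp9 and Ttc12 had too few counts to tell the median rise of the shared markers, 0.34, from none (-0.16 ± 0.31 and -0.22 ± 0.48, SE). All 12 shared markers had a mean of at least 10 normalized counts over the 8 libraries. The fall of Nr4a2 and Rxfp1 may reflect less claustrum or layer 6b tissue. Col24a1, which also fell, is not on that list, and the test does not cover it. The other 10 markers of the list had a median log2 fold change of -0.15, lower than that of all but 0.62% of random lists, and 9 of the 10 were lower, with Gnb4 from 220 ± 10.9 to 158 ± 13.2 and Cplx3 from 64.9 ± 6.28 to 47.3 ± 5.44. All 12 members with a row had a mean of at least 10 normalized counts, so none is absent from the sampled tissue. Leaving the 5 tissue lists out of the count left 31 of 38 genes, so the lists account for few of the calls by name. A change of these cell populations in the mutant cortex would give the same values and was not tested.

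The libraries of a genotype resembled each other closely. Variance over mean of protein-coding counts was 1.25 for genes of 20 to 50 counts and 1.54 for the 563 genes of at least 1000 counts, where 10 percent variation between animals would give 21.4. The coefficient of variation between libraries was 2.27% over protein-coding genes. The lowest ratio of chi-square to degrees of freedom was 1.21, above that of independent reads. PCR copies were not identified and could raise this ratio between libraries made separately. Repeat runs of a single library would draw on the same copies, so PCR copies would not raise it there. The ratio thus argues against a single library per genotype sequenced repeatedly. So does the share of Gm42418, from 55.1% to 57.4% in HAR123-KO and from 56.8% to 58.1% in WT. These spreads are too wide for sampling of reads at 13528251 or more counts per library. Several libraries made from a common pool of RNA, or from a single animal per genotype, could give such values, and so could uniform animals and dissections. Of 4 lists compared with 2000 random lists of like expression, immediate early genes varied more (variance over mean 1.93, above 98.9% of random lists). The other 3 did not, with 0.89 for glucocorticoid response genes (above 6%), 1.06 for choroid plexus (above 31.6%) and 1.11 for endothelial genes (above 31.2%). The choroid plexus value rests on only 3 genes and carries little weight. The lists thus point both ways. These cannot be told apart here, because no measure of variation between animals known to be separate was analysed. If the libraries did share a source, the adjusted p-values would describe the difference between those sources and not between genotypes, and small dissection differences would appear in all 4 libraries alike, as Ttr did.

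The array on chromosome 4 (41893388 to 42856771) contributed 8 of the 29 higher genes. Counts of Gm21541 and Gm13304 differed by at most 3.92% in any library, so a shared set of reads counted at several genes is a candidate explanation for the number of calls there. Rn7s1 and Rn7s2, on chromosome 12, also had nearly the same counts (62137 and 61955 in WT replicate 1). A difference in copy number of the array between the mice may underlie the rise. The median log2 fold change was 0.34 over 34 array genes against -0.02 over 31 genes on the sides. Copy number and a change of expression cannot be told apart from RNA counts, and some array genes, such as Gm37530 (log2 fold change -0.39, adjusted p = 0.124), did not rise. A copy number difference was also weighed for Ide. Fgfbp3, beyond March5, Cpeb3 and Btaf1, had a log2 fold change of 0.15 at a mean of 12.4 normalized counts, with a 95% interval from -0.60 to 0.90 that holds both no change and the change of Ide. March5 (0.09 ± 0.11) and Cpeb3 (-0.01 ± 0.07, SE), between Ide and Fgfbp3, stayed level, which argues against a single stretch from Ide to Fgfbp3, and Btaf1 rose by 0.25 ± 0.08 (adjusted p = 0.0987). Exoc6, on the other side of Ide, was level (-0.06 ± 0.10, SE), and Rpl10-ps6, a ribosomal protein pseudogene inside Ide whose reads can come from related genes, had 0.22 with a 95% interval from -0.07 to 0.50. The low count of Fgfbp3 keeps a smaller or broken copy open.

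A few genes with means under the limit of DESeq2's filter had large changes, and were chosen after their values were seen. Xlr3b (X chromosome, 73192207 to 73202930) fell from 28.9 ± 7.39 to 3.37 ± 1.09 normalized counts (SD, n = 4), with a DESeq2 adjusted p of 5.3e-08 once the filter was off. Its neighbours Xlr3a and Xlr4a fell too (filter-off adjusted p = 0.0314 and 0.002), and similar sequence makes the copy uncertain. F5, Clic6 and Prlr are on the choroid plexus list discussed above, and no explanation was tested for the other genes.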
